A study of Mus musculus with 11 samples.

How the data were processed

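Adrenal glands of male mice of the strain Hsd:Athymic Nude-Foxn1nu were frozen in liquid nitrogen and stored, and total RNA was extracted with TRIsure and an RNeasy column kit, per the labels' protocols. Libraries were made from 300 ng of total RNA with Illumina TruSeq chemistry. The labels name both the stranded mRNA guide and the RNA v2 guide, so whether the libraries keep the strand is open. The deposited values are raw read counts per gene symbol, whole numbers with a different total in each library, and no normalization was applied to them as far as the values show. The submitters' processing notes name bcl2fastq 1.8.4, Subread 1.5.1 and the genome build mm10, without their roles. The gene annotation, strand setting and treatment of reads that match several genes are not given in the sources used here. The deposited table holds 2 identical copies of itself, of which the first was used. It lists 23337 gene symbols, 18746 of them with a count in at least 1 library, and holds no line without a gene name. Counts were of mouse genes; human VCaP transcripts were not analysed here.

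Groups were taken from the labels: 5 intact and 6 ORX samples. The labels number the samples without saying that each came from its own mouse, so the p-values measure the spread between these samples, which may be partly technical. No batch is given, and the running numbers in the labels follow the groups, so an effect of processing order cannot be separated from the group. No pair of libraries was alike within sampling noise (lowest chi-square per degree of freedom within a group 26.8), and Spearman correlations between libraries ranged from 0.961 to 0.984.

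Genes were kept by edgeR's filterByExpr with its defaults (minimum count 10, minimum total 15), which left 14139 genes with 99.9% of the counts. Counts were scaled by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3), ORX against intact with no covariate, two-sided, with Benjamini-Hochberg adjustment over all tested genes at 0.05. Standard errors of log2 fold changes were derived from the fold change and its F statistic. CPM are counts relative to the TMM-scaled library size, given as mean ± SD. The 28 gene lists were fixed in advance, and 27 with at least 3 tested genes were compared with all other genes by camera (limma 3.58.1, preset inter-gene correlation 0.01, two-sided, adjusted over the 27 lists) and by camera with an estimated correlation. The same lists were tested by fry, which sets a list against no change. The lists were steroidogenic core, sex steroid conversion, cholesterol biosynthesis, cholesterol uptake and storage, gonadal-like cells, X-zone, zona glomerulosa, zona fasciculata, adrenal medulla, capsule and stroma, endothelium, macrophages, lymphocytes, adipose tissue, kidney, liver, pancreas, red blood cells, cell cycle, immediate early and stress, interferon response, hormone receptors, androgen and glucocorticoid targets, Wnt targets, circadian clock, antioxidant genes, oxidative phosphorylation and unfolded protein response. Of 532 distinct symbols 526 were in the table, 7 of them under an older symbol, and 35 genes stand in more than 1 list. A list's score is the mean log2 CPM of its tested genes.

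The genes named were the 10 largest rises and the 10 largest falls among genes past the threshold with a mean of at least 1 CPM, no overlap between the groups and a proper symbol; up to 4 members of each list by smallest p among those past the threshold; and Star, Cyp11a1, Hsd3b1, Cyp17a1, Cyp21a1, Cyp11b1, Cyp11b2, Mc2r, Srd5a1, Cyp19a1, Akr1c18, Pik3c2g, Gata4 and Lhcgr whatever their values. Results of some genes that this rule names are not reported here. Further genes given to complete a count of 5 or fewer, and Pde8b, Chga, Pnmt and Alb, were chosen after their values were seen. Groups, tests, lists, naming rule and alternatives were set before the data were examined, except where stated. Positions are those of GENCODE M21 on GRCm38, the assembly also called mm10, matched by symbol. Without a stated strand setting, genes that overlap another gene in antisense, such as Cyp2f2, Cyp21a1, Cyp11b1, Shh, Slc18a2, Greb1, Eng, Cdc20, Cry2, Acot12, Baalc and Homer2 here, may hold reads of that partner, and Srd5a1, Fdps, Cyp11a1 and Slc45a3 overlap predicted genes on their own strand.

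The tests were checked on simulated counts for 14139 genes with the means and library sizes of these samples, in which 200 genes were changed. Of 67 genes changed 1.5-fold 8.96% were recovered, and 5.94% of the 101 calls were false. Of 27 lists without a shift 0 were called, but these genes were simulated as independent, so this does not show how the list test behaves with correlated genes. Alternatives were RLE scaling, library totals, no filter, a filter of 1 CPM in 5 libraries, DESeq2 1.42.0, limma voom with sample weights, an adjusted p under 0.01, a test against a 1.5-fold change, the sample number as a block, the medulla or adipose score as a covariate, 3 surrogate variables (sva 3.50.0), leaving out each library, and for lists leaving out shared genes. After the data were seen, leaving out intact 3 and ORX 6 together and a correction of each library for transcript length (13992 genes with a length, 99.0%) were added.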

Results

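Gene expression was measured by RNA sequencing in the adrenal glands of male athymic nude mice, in 11 samples, 5 from the intact group and 6 from the group called ORX, the usual abbreviation for orchiectomy, the surgical removal of the testes. The animals carried VCaP cells, a human prostate cancer cell line, which were inoculated at study week 0 at an age of about 5 to 6 weeks. Allocation to the groups took place at week 7 and the glands were collected at week 15. The single comparison, ORX against intact, asks how gene expression in the adrenal, a source of steroids outside the testis, differs between mice with and without testes. All animals carried VCaP cells and no tumour size was used here. An effect of tumour growth that differed between the groups could therefore not be separated from the group. Total gene counts ranged from 11368447 in intact 4 to 15029582 in intact 1, and 16373 to 16829 genes had at least 1 count in a library. The 10 most abundant genes took 8.86% to 11.4% of the counts. At this depth and spread (biological coefficient of variation 30.2%), simulated 2-fold changes were recovered for 41.8% of 67 genes and 4-fold changes for 92.4% of 66 genes. Smaller changes were thus often below detection in the simulation. It changed only 200 genes, against 878 called in the data, and the adjusted threshold is stricter when fewer genes change. Recovery in the data may therefore have been higher.

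On the first axis of a multidimensional scaling of the libraries (36.2% of the variance) the intact libraries lay between -1.41 and -0.73 and the ORX libraries between 0.12 and 1.27, with ORX 3 nearest to the intact group. Of 14139 genes tested, 878 (6.21%) changed, 428 of them higher and 450 lower in ORX (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, two-sided, adjusted p under 0.05). At least 8-fold differences were seen for 41 higher and 14 lower genes. In 538 of the changed genes every ORX library lay on the same side of every intact library. Over all tested genes 747 showed such a separation, against 61.2 (0.433%) given by chance. Without intact 1, 2 or 5 the count of changed genes was 483, 558 or 408, and without ORX 1, 2, 4 or 5 it was 505, 434, 570 or 447. With the medulla score as a covariate, which itself differs between the groups, 51 genes changed, and DESeq2 called 1630. ORX 6 stood apart from its group in the level of long against short transcripts, and 871 genes changed without it, 742 of them among the 878.

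**Figure D1:**
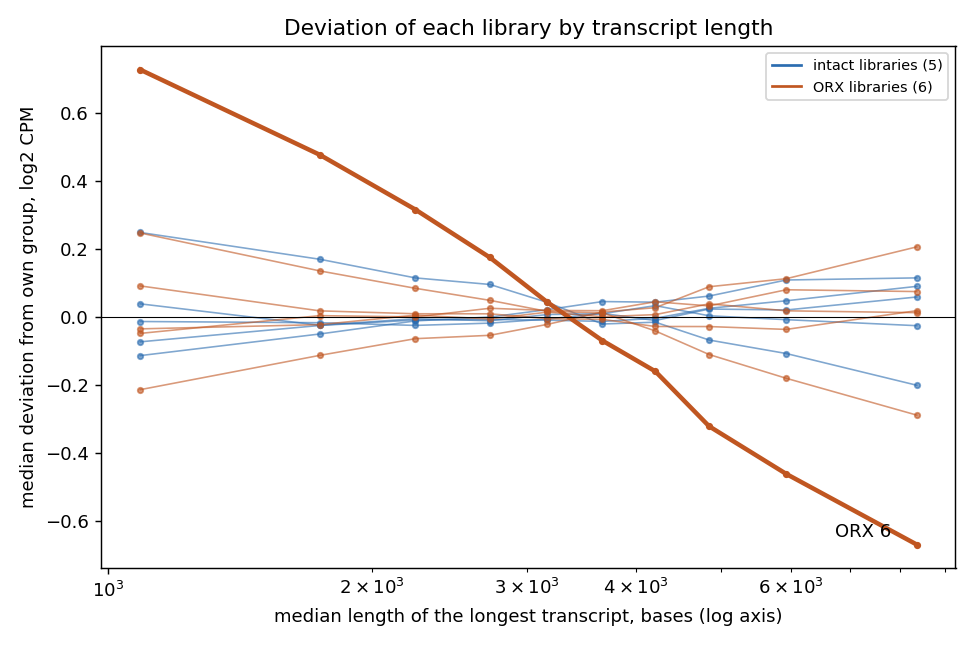
Each line is 1 library and each point 1 of 10 equal groups of the tested genes, ordered by the length of the longest transcript (horizontal log axis, bases). The vertical axis is the median deviation from the mean of the other libraries of the same group, in log2 CPM, with ORX 6 left out of that mean; ORX 6 (thick line) runs from 0.73 for the shortest to -0.67 for the longest transcripts.

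The largest rises in ORX included Akr1d1 and markers of the X-zone, the juvenile inner layer of the mouse adrenal cortex that regresses in males. Akr1d1, the 5-beta-reductase of steroids (chromosome 6, 37530173 to 37568815, GRCm38), rose from 2.72 ± 2.56 to 1430 ± 586 CPM (library-scaled counts; SD, n = 5 and 6), a log2 fold change of 9.04 ± 0.74 (SE; edgeR, Benjamini-Hochberg adjusted p = 1.92e-05). Akr1c18, which inactivates progesterone and marks the X-zone (chromosome 13, 4132615 to 4150654), rose from 2.66 ± 2.62 to 1385 ± 608 CPM (log2 9.02 ± 0.74; edgeR adjusted p = 1.92e-05). Pik3c2g, a lipid kinase and another X-zone marker (chromosome 6, 139587221 to 139969284), rose from 0.446 ± 0.307 to 173 ± 131 CPM (log2 8.54 ± 0.73; edgeR adjusted p = 2.51e-05). Thrb, a thyroid hormone receptor gene, rose from 29.8 ± 5.71 to 77.7 ± 35.8 CPM (log2 1.38 ± 0.31; edgeR adjusted p = 0.0198). All 3 genes of the fixed X-zone list thus rose, also when adjusted over the list alone, and the list was shifted upwards (camera adjusted p = 3.3e-13; adjusted p = 0.0244 with an estimated correlation; fry adjusted p = 0.000579). The call of Thrb ended without any 1 of 4 libraries (edgeR adjusted p up to 0.0555, without intact 1).

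**Figure D2:**
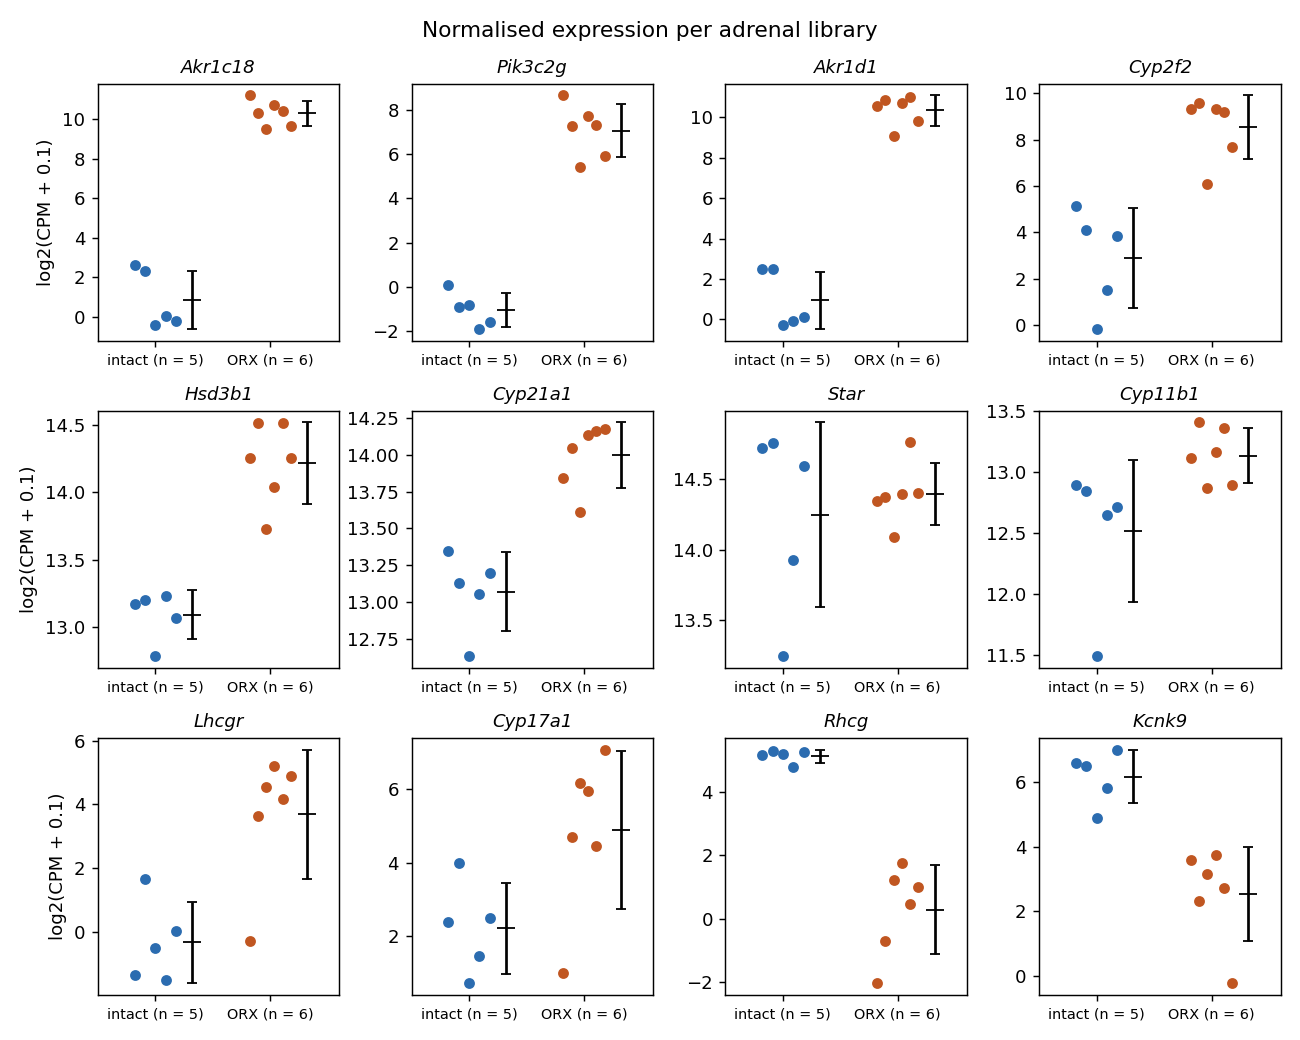
Each point is 1 library, as log2 of CPM plus 0.1 on the vertical axis, for 12 genes in the intact (blue, n = 5) and ORX (orange, n = 6) groups, with the mean and SD as a bar beside the points. The X-zone genes Akr1c18 and Pik3c2g separate the groups without overlap, Star does not, and Lhcgr is low in ORX 1.

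Of the other genes with the largest rises, Fa2h, a fatty acid hydroxylase, rose by 7.61 ± 0.61 on the log2 scale and Car8, a carbonic anhydrase-related gene, by 5.81 ± 0.39. Serpinb1a, a protease inhibitor, rose from 5.01 ± 1.85 to 189 ± 53.6 CPM (log2 5.23 ± 0.32; edgeR adjusted p = 1.71e-06), and Ajap1, a gene of cell junctions, by 5.20 ± 0.44. Cyp2f2, a cytochrome P450, rose by 5.13 ± 0.89, with ORX 3 the lowest of its group. Lipk, a lipase gene, had 472 counts in ORX, 277 of them in ORX 1, and 1 in intact, a ratio of 379 (95% interval 67.8 to 15014 for counting error alone, which leaves out the spread between samples). Ugt1a1, a glucuronosyltransferase, rose by 6.87 ± 0.86, but it shares exons with 8 other Ugt1a genes, so its reads may belong to any of them. All of these genes were higher in each ORX library than in every intact library (edgeR adjusted p 0.00476 or below). When 1 library was left out, the log2 fold change ranged from 6.40 to 7.70 for Ugt1a1 and from 4.81 to 5.80 for Cyp2f2.

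Among the largest falls, Rhcg, an ammonium transporter (chromosome 7, 79593363 to 79617657), fell from 35.2 ± 4.59 to 1.55 ± 1.15 CPM (log2 -4.51 ± 0.47; edgeR adjusted p = 0.000151). Acan, the cartilage proteoglycan aggrecan (chromosome 7, 79053483 to 79115099), fell from 98.4 ± 38.7 to 6.34 ± 4.18 CPM (log2 -3.95 ± 0.57; edgeR adjusted p = 0.00154). The neuronally expressed Nptx1 and Nxph3 fell (log2 -3.32 ± 0.56 and -3.09 ± 0.46), as did alkaline phosphatase Alpl (-2.83 ± 0.27), Baalc (-2.69 ± 0.46), the peptide hormone gene Apln (-2.65 ± 0.27) and the thioesterase Acot12 (-2.55 ± 0.43; edgeR adjusted p 0.00441 or below). The chemokine gene Ccl2 fell (log2 -2.68 ± 0.68; edgeR adjusted p = 0.0343), with 232 of its counts in intact 2. Its call ended without any 1 of 8 libraries (edgeR adjusted p up to 0.0901 and log2 -1.41 without intact 2).

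Of the 21 genes in the list of the steroidogenic core, 7 rose, 1 fell and 13 did not pass the test. Hsd3b1, which converts pregnenolone to progesterone (chromosome 3, 98852194 to 98859794), rose from 8786 ± 1035 to 19347 ± 3802 CPM (log2 1.14 ± 0.21; edgeR adjusted p = 0.0072). Cyp21a1, the 21-hydroxylase, rose by 0.92 ± 0.20, Mc2r, the ACTH receptor, by 1.10 ± 0.19, Cyb5b by 1.48 ± 0.21 and the phosphodiesterase gene Pde8b by 1.15 ± 0.22. Nr0b1, a repressor of steroidogenic transcription, rose from 3.61 ± 1.41 to 32.1 ± 8.24 CPM (log2 3.15 ± 0.29; edgeR adjusted p = 4.1e-05). Hsd3b6, the isoform of the outer cortex, fell (log2 -2.05 ± 0.48). Star, the cholesterol carrier that starts steroid synthesis, was at log2 0.06 ± 0.28 (edgeR adjusted p = 0.93), the side-chain cleavage enzyme gene Cyp11a1 at -0.56 ± 0.32 (edgeR adjusted p = 0.321), Cyp11b1 at 0.55 ± 0.25 (edgeR adjusted p = 0.203) and Cyp11b2 at -0.61 ± 0.40 (edgeR adjusted p = 0.388). Adjusted over the list alone, 8 rose and 4 fell. Besides Hsd3b6, these falls were Akr1b7, Scarb1 and Por, none of them past the threshold over all genes. Akr1b7 went from 5505 ± 4037 to 1127 ± 954 CPM (log2 -2.29 ± 0.72). Scarb1 went from 5868 ± 2803 to 2640 ± 1385 CPM (-1.15 ± 0.43) and Por from 775 ± 293 to 440 ± 136 CPM (-0.82 ± 0.27). The list was shifted upwards with the preset correlation (camera adjusted p = 0.00232; adjusted p = 0.539 with an estimated correlation). Intact 3 and 4 had list scores (8.62 and 8.91) below every ORX library, while intact 1, 2 and 5 (9.54 to 9.72) lay above ORX 1, 2 and 4 (9.06 to 9.39). That shift was not kept without intact 3 and ORX 6 together (camera adjusted p = 0.132) or with limma voom (0.228). The balance of 7 higher and 1 lower gene also varied. It was 6 and 5 with limma voom, 11 and 6 with 3 surrogate variables and 6 and 3 without ORX 3. Without ORX 2 or ORX 5 it was 5 and 0. The call of Cyp21a1 ended without ORX 2 or ORX 5 (edgeR adjusted p up to 0.0516) and that of Hsd3b6 without any 1 of 6 libraries (up to 0.0722, without intact 1). Cyp21a1, Hsd3b1, Hsd3b6, Cyp11b1 and Cyp11b2 have near-identical relatives, between which the counting could have split reads.

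The list of enzymes that convert sex steroids had 19 tested genes, of which 6 rose, 2 fell and 11 did not pass. Besides Akr1c18, the 5-alpha-reductase genes Srd5a1 (from 12.9 ± 1.16 to 36.5 ± 9.71 CPM, 2.84-fold; edgeR adjusted p = 0.000533) and Srd5a3 (log2 0.71 ± 0.14; edgeR adjusted p = 0.0097) rose, as did Akr1c13 (1.71 ± 0.29) and Hsd17b1 (1.22 ± 0.31). Srd5a2, the remaining 5-alpha-reductase of the list, fell from 619 ± 161 to 333 ± 102 CPM (log2 -0.89 ± 0.25; edgeR adjusted p = 0.0477), and Dhrs9, a retinol and steroid dehydrogenase, fell (-2.55 ± 0.60). Cyp17a1, the enzyme that makes androgen precursors and is low in the mouse adrenal (chromosome 19, 46667165 to 46673172), rose from 6.09 ± 5.64 to 53.2 ± 48.3 CPM (log2 3.13 ± 0.84; edgeR adjusted p = 0.043). ORX 1 had 26 counts of Cyp17a1 and ORX 6 had 1803, and the call ended without any 1 of 9 libraries (edgeR adjusted p up to 0.109, without intact 5). The call was also lost with limma voom, with the adipose score as a covariate and without intact 3 and ORX 6 together. It was lost as well against a 1.5-fold change and with the sample number as a block. Across the alternatives the log2 fold change of Cyp17a1 ranged from 2.26 to 6.31. Aromatase, Cyp19a1, had 1 count over the 5 intact libraries and at most 5 in an ORX library, too few for a test. Adjusted over the list alone, 8 rose and 2 fell, and the list was shifted upwards (camera adjusted p = 0.000499; adjusted p = 0.208 with an estimated correlation; fry adjusted p = 0.00315). With the genes that stand in other lists left out, the shift did not pass (camera adjusted p = 0.204). The calls of Hsd17b1, Srd5a2 and Dhrs9 ended without any 1 of 8, 9 or 3 libraries (edgeR adjusted p up to 0.0982, 0.118 and 0.0774). That of Hsd17b1 also ended after the correction for transcript length. Without ORX 5, Dhrs9 was below the filter. Akr1c13 and Akr1c18 belong to a cluster of similar genes.

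Lhcgr, the receptor of luteinising hormone (chromosome 17, 88716481 to 88791990), rose from 1.02 ± 1.17 to 20.1 ± 12.9 CPM (log2 4.32 ± 0.84; edgeR adjusted p = 0.00946), with 10 counts in ORX 1 and 189 to 488 in the other ORX libraries, and did not pass with limma voom (adjusted p = 0.0513). Its log2 fold change lay between 4.03 and 5.26 when 1 library was left out. Of 17 genes listed as markers of gonadal somatic cells, Lhcgr and Hsd17b1 rose, Greb1, an oestrogen-responsive gene, fell from 286 ± 47.1 to 105 ± 11.6 CPM (log2 -1.44 ± 0.14; edgeR adjusted p = 8.87e-05), and 14 did not pass, among them Gata4 at 0.59 ± 0.57 (edgeR adjusted p = 0.572). Adjusted over the list alone, 3 rose and 1 fell, and the list was not shifted (camera adjusted p = 0.716). Of 17 hormone receptor genes, Mc2r, Lhcgr and Thrb rose, Agtr1a, the angiotensin receptor, fell (log2 -1.21 ± 0.30), and 13 did not pass, with 4 higher and 3 lower when adjusted over the list alone (camera adjusted p = 0.671).

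The 24 genes of cholesterol biosynthesis included 3 that rose, the same 3 when adjusted over the list alone, and 21 that did not pass. Among them, Fdps rose by 0.99 ± 0.19 on the log2 scale and Hsd17b7 by 0.95 ± 0.26 (edgeR adjusted p = 0.0498, lost without any 1 of 9 libraries, up to 0.12 without intact 1). The list was shifted upwards with the preset correlation (camera adjusted p = 0.0396; adjusted p = 0.561 with an estimated correlation). Without any 1 of 5 libraries it was not shifted (camera adjusted p up to 0.208, without ORX 5). Of 19 genes of cholesterol uptake and storage, Lipa, the lysosomal lipase, rose from 132 ± 34.4 to 304 ± 67 CPM (log2 1.20 ± 0.21; edgeR adjusted p = 0.00453), and no other gene passed over all genes or over the list alone (camera adjusted p = 0.716).

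The markers of the zona glomerulosa, the outer, aldosterone-producing cortex, were lower in ORX for 5 of 16 genes, and 11 did not pass. Kcnk9, a potassium channel of that zone (chromosome 15, 72501089 to 72546340), fell from 80.2 ± 38 to 7.65 ± 4.6 CPM (log2 -3.39 ± 0.52; edgeR adjusted p = 0.00251). Hsd3b6 and Agtr1a fell as given above, Shh, a signalling factor of the outer cortex, fell (-1.05 ± 0.20), and so did the calcium channel gene Cacna1h (-0.63 ± 0.16). When adjusted over the list alone, 6 fell, and the list was shifted downwards (camera adjusted p = 0.00232; adjusted p = 0.443 with an estimated correlation). The glomerulosa score of intact 3, 6.35, lay below every ORX library (6.45 to 6.76), and that of intact 4 was 6.88, against 7.42 to 7.83 in intact 1, 2 and 5. The calls of Agtr1a and Cacna1h ended without any 1 of 6 or 7 libraries (edgeR adjusted p up to 0.0875 and 0.0862). Of 14 zona fasciculata genes, the glucocorticoid-producing cortex, Cyp2f2, Mc2r, Hsd3b1 and Cyp21a1 rose, and 10 did not pass, with 5 higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.0396; adjusted p = 0.561 with an estimated correlation). Intact 3 had the lowest fasciculata score (mean log2 CPM 9.58, against 10.18 or more in the other intact libraries) and the highest score of fat markers (8.59), and the fasciculata list was not shifted without it (camera adjusted p = 0.28) or without intact 4, ORX 5 or ORX 6.

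**Figure D3:**
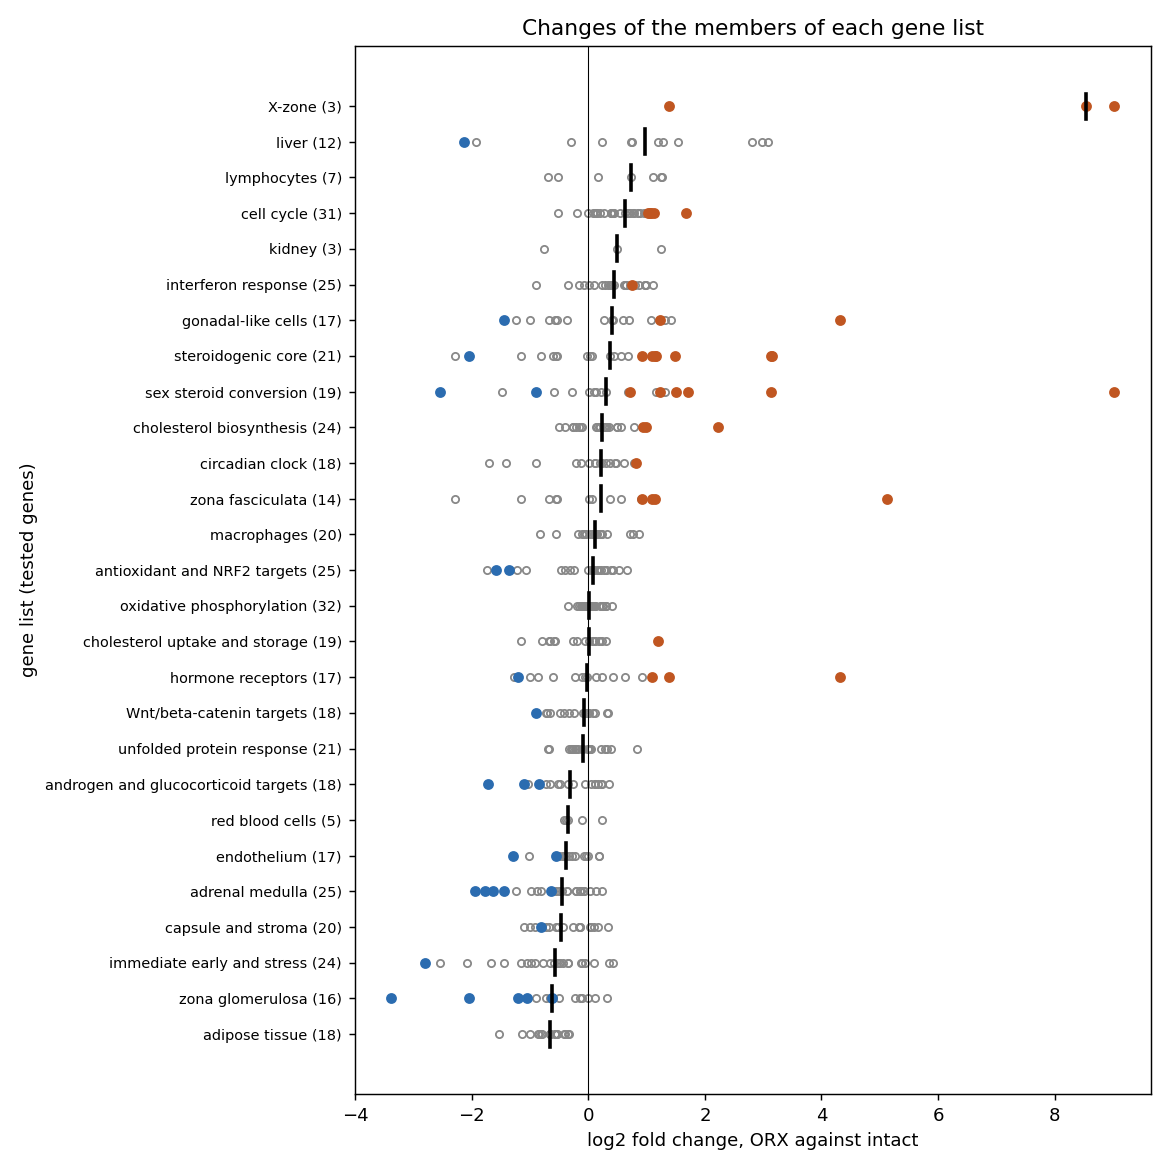
Each circle is the log2 fold change (ORX against intact, horizontal axis) of 1 tested gene in 1 of 27 fixed lists, filled orange or blue where the gene passed as higher or lower and open where it did not, with the list's median as a black bar. The X-zone median is 8.54, and the medians of the medulla, endothelium, stroma and glomerulosa lists lie below 0.

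Genes of the adrenal medulla, the catecholamine-producing core of the gland, were lower in ORX for 22 of 25 tested members, 5 of which passed. Slc18a2, the vesicular monoamine transporter, fell from 70.3 ± 28 to 25.8 ± 4.78 CPM (log2 -1.44 ± 0.24; edgeR adjusted p = 0.00411), and the receptor gene Ret (-1.77 ± 0.34), neuropeptide Y, Npy (-1.94 ± 0.47), Cartpt (-1.64 ± 0.44) and Rab3c (-0.63 ± 0.13) fell too. The count of 5 became 3 without any 1 of 7 libraries and 9 without ORX 3. A total of 11 fell when adjusted over the list alone. The list was shifted downwards (median log2 -0.45; camera adjusted p = 2.16e-06; adjusted p = 0.279 with an estimated correlation; fry adjusted p = 0.0128), and its mean log2 CPM was 7.14 ± 0.19 in intact and 6.56 ± 0.26 in ORX. The abundant medulla genes Chga and Pnmt, named after their values were seen, were at log2 -0.12 ± 0.25 and 0.24 ± 0.38 (edgeR adjusted p = 0.819 and 0.756). The calls of Npy and Cartpt ended without any 1 of 7 or 8 libraries (edgeR adjusted p up to 0.0813 and 0.111), and that of Rab3c after a correction for transcript length (0.31).

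Endothelial genes were lower for 15 of 17 members, of which Vwf (log2 -1.29 ± 0.30) and Eng (-0.55 ± 0.13) fell, and 15 did not pass. Adjusted over the list alone, 5 fell, and the list was shifted downwards (camera adjusted p = 0.00232; adjusted p = 0.215 with an estimated correlation; fry adjusted p = 0.00315). ORX 3 had the highest endothelial score of its group, 6.13 against 5.80 to 5.90. The count of 2 endothelial genes that fell became 5 without ORX 3 and 4 without intact 3. It became 0 without ORX 1, ORX 2 or ORX 5. Of 20 capsule and stroma genes, Pdgfrb fell (log2 -0.81 ± 0.18), also over the list alone, and 19 did not pass (camera adjusted p = 0.00377; adjusted p = 0.539 with an estimated correlation). The stroma score of ORX 3, 6.37, lay above every intact library. Without ORX 3 the median change went from -0.48 to -0.82 and 6 genes fell. All 18 fat markers lay below 0 (median log2 -0.65), and none passed over all genes or over the list alone (camera adjusted p = 0.00232; adjusted p = 0.561 with an estimated correlation). Without intact 3 the fat list was not shifted (camera adjusted p = 0.0665), while 2 of its genes fell without intact 2 and 3 without ORX 3. The calls of Vwf, Eng and Pdgfrb ended without any 1 of 3, 6 or 2 libraries (edgeR adjusted p up to 0.0625, 0.0856 and 0.0582).

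Genes of the cell cycle were higher in ORX for 28 of 31 members, of which 5 rose and 26 did not pass. Bub1 rose from 0.408 ± 0.248 to 1.33 ± 0.355 CPM (log2 1.68 ± 0.41; edgeR adjusted p = 0.0299), Rrm2 by 1.08 ± 0.27, Aurka by 1.13 ± 0.29, Cdc20 by 1.03 ± 0.27 and Nusap1 by 1.06 ± 0.28, all at low counts. Adjusted over the list alone, 8 rose, and the list was shifted upwards (median log2 0.63; camera adjusted p = 2.16e-06; adjusted p = 0.279 with an estimated correlation; fry adjusted p = 0.00932). The calls of Bub1, Rrm2, Aurka, Cdc20 and Nusap1 ended without any 1 of 6, 8, 8, 9 or 8 libraries (edgeR adjusted p up to 0.111). Without intact 5, ORX 2 or ORX 5, 0 of the 31 genes passed. Of 25 interferon response genes, Xaf1 rose by 0.76 ± 0.20, also over the list alone, and 24 did not pass. The interferon list was shifted upwards (camera adjusted p = 0.00372; adjusted p = 0.561 with an estimated correlation). Its score in ORX 5, 3.95, lay below every intact library (3.99 to 4.28), and that of ORX 1, 4.10, lay within their range. In ORX 2, 3, 4 and 6 it was 4.40 to 5.00. The call of Xaf1 ended without any 1 of 7 libraries (edgeR adjusted p up to 0.0893).

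Of 18 genes listed as androgen or glucocorticoid targets, 3 fell, the same 3 over the list alone, and 15 did not pass. Steap4, a metalloreductase, fell from 158 ± 50 to 47.6 ± 22.7 CPM (log2 -1.73 ± 0.29; edgeR adjusted p = 0.00441), and Slc45a3 (-1.11 ± 0.29) and Homer2 (-0.84 ± 0.23) fell too. The list was shifted downwards with the preset correlation (camera adjusted p = 0.0396; adjusted p = 0.443 with an estimated correlation), and was not shifted without any 1 of 5 libraries (camera adjusted p up to 0.11, without intact 1). The calls of Slc45a3 and Homer2 each ended without any 1 of 9 libraries (edgeR adjusted p up to 0.115 and 0.0989), and that of Homer2 after the correction for transcript length (0.348).

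The other lists were not shifted in the main test. Egr3 fell (log2 -2.79 ± 0.75) among 24 immediate early and stress genes, with 392 counts in intact 1, the library with the highest score of that list. Its call ended without any 1 of 8 libraries (edgeR adjusted p up to 0.159, without intact 1). The log2 fold change of Egr3 lay between -3.22 and -1.65 when 1 library was left out. In this list 2 genes fell when adjusted over the list alone (camera adjusted p = 0.0558). Without any 1 of 4 libraries the list was shifted downwards (camera adjusted p down to 0.00316, without intact 3), as it was under 7 other alternatives (0.00557 to 0.0434). Its direction turned to up without intact 1 (camera adjusted p = 0.864) and, as a shift, with the medulla score as a covariate (1.02e-06). Of 25 antioxidant genes, the haem oxygenase gene Hmox1 (log2 -1.36 ± 0.26) and Gclc (-1.59 ± 0.41), the first step of glutathione synthesis, fell, with 1 higher and 3 lower over the list alone (camera adjusted p = 0.671), and the call of Gclc ended without any 1 of 8 libraries (edgeR adjusted p up to 0.0988). Tcf7 fell (log2 -0.89 ± 0.16) as the only gene to pass among 18 Wnt targets, over all genes and over the list alone (camera adjusted p = 0.173). Among 18 clock genes Cry2 rose by 0.82 ± 0.16, with 1 higher and 1 lower over the list alone (camera adjusted p = 0.3). No macrophage gene of 20, unfolded protein response gene of 21, respiratory chain gene of 32 or red blood cell gene of 5 passed over all genes or over the list alone (camera adjusted p = 0.617, 0.704, 0.967 and 0.716).

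Markers of lymphocytes and of neighbouring organs were sparse. None of 7 lymphocyte genes passed over all genes and 3 were higher over the list alone (camera adjusted p = 0.106). Without intact 1, 2, 3 or 4 the list, then with 9 tested genes, was shifted upwards (camera adjusted p 0.00916 to 0.036). None of 3 kidney genes passed over all genes, with 1 higher and 1 lower over the list alone (camera adjusted p = 0.671), and neither of the pancreas genes with enough counts passed, too few to test the list. Of 12 liver genes, haptoglobin, Hp, which fat and other tissues also express, fell from 301 ± 119 to 68.4 ± 28.6 CPM (log2 -2.14 ± 0.32; edgeR adjusted p = 0.00198), also over the list alone, and the list was not shifted (camera adjusted p = 0.749). The liver score was highest in ORX 6 (mean log2 CPM 4.89), where Alb was at 179 CPM.

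With the preset correlation 13 of 27 lists were shifted, 7 upwards and 6 downwards. With an estimated correlation only the X-zone list was, and by fry, which asks whether a list's genes move on balance 1 way, the X-zone, sex steroid conversion, endothelium, cell cycle and medulla lists were. Other splits of the same libraries gave 2 to 13 shifted lists with the preset correlation (median 8). The median, mean and test differed in sign for antioxidant genes (median log2 0.08, mean -0.18, test down), hormone receptors (-0.02, 0.22, up) and cholesterol uptake and storage (0.01, -0.13, down). When 1 library was left out, these medians ranged from -0.03 to 0.12, -0.13 to 0.18 and -0.06 to 0.02. The sign of each median was therefore not stable.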

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

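The tests of the spread of medulla genes, of fat, of transcript length and of depth, and those against other splits of the libraries, were chosen after the result was seen; the test of GC content was set before its result, and the comparison of libraries with length held fixed was added after it.

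In 10 of 192 groups of values 1 library lay far from the rest of its group by Dixon's criterion, where chance gives about 1 in 20 groups, or 9.6. As log2 CPM, Lipk was -2.15 in intact 5 with 1 count, against 0 counts in the other intact libraries. Rhcg was 4.78 in intact 4, below 5.16 to 5.28 in the other intact libraries. Cyp11b1 was 11.50 in intact 3, below 12.65 to 12.89. Kcnk9 was -0.15 in ORX 6, below 2.33 to 3.73 in the other ORX libraries, and Nr0b1 was 4.13 in ORX 3, below 4.90 to 5.36. Lhcgr was -0.21 in ORX 1, below 3.63 to 5.22. Vwf was 4.12 in ORX 3, above 2.36 to 3.01, and the mean of the endothelial genes was 6.13 there, above 5.80 to 5.90. Rrm2 was 2.40 in ORX 5, above 1.93 to 2.06, and the mean of the lymphocyte genes was 0.94 in ORX 2, above 0.53 to 0.68.

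The first pattern weighed is the size of the difference between the groups. Of 100 splits of the 11 libraries into 5 and 6, 1, the real one, gave as many as 878 genes, and the highest of the others gave 1, so chance can be excluded for the gene count. For the lists, 4 of the 100 splits, the real one included, gave 13 or more, and the highest of the others also gave 13. That share is under 5%, but 3 other splits reached the same number, so chance is at most narrowly excluded for the number of lists, and the preset correlation calls several lists in most splits. The transcript length trend of ORX 6 cannot be the whole cause of the gene count, because 742 of the 878 genes were called in the same direction without that library.

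The second pattern is ORX 6 itself, whose deviations from the other ORX libraries had an SD of 0.78 (log2 CPM) against at most 0.61 in the other libraries. Across 13992 genes, which are not independent, these deviations fell with transcript length (Spearman -0.60, against at most 0.35 in size in any other library) and rose with GC content (0.35, against at most 0.23). With GC held fixed the correlation with length was -0.57 (at most 0.40 in size in any other library), so a length trend may account for part of the deviation, and length alone took up 32.0% of its variance. With length held fixed the correlation with GC was 0.25 in ORX 6 and 0.26 in ORX 4, so whether a GC trend of its own sets ORX 6 apart stays open. Depth is argued against, since the total count of ORX 6, 13673908, lay within the range of the other ORX libraries. Such trends can come from RNA or library quality, which the labels do not give, and no biological explanation was tested.

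The third pattern is the lower level of medulla genes in ORX. A smaller share of medulla in the sampled tissue would lower its genes alike only if no other cells of the sample expressed them. The SD of their changes (0.56) was as large in only 0.866% of the 462 splits. The other splits mix the groups, so they do not show the SD that a smaller share would give. Expression of these genes outside the medulla was not measured, so the SD cannot decide on a smaller share. Chga and Pnmt cannot decide this either. They were chosen after their values were seen, and their SEs are too wide to set them apart from the list's median of -0.45. Attached fat is argued against, since the median change with the fat score as a covariate was -0.44 against -0.45 without it, and so is the length trend, with -0.45 after the correction. Of the 18 fat markers 2, Plin1 and Lipe, also stand in the list of cholesterol uptake and storage, and the most abundant, Car3, was at 3950 CPM in intact and 2647 CPM in ORX. A lower expression of part of the medulla genes after orchiectomy therefore remains a hypothesis, beside a smaller share of the whole medulla or of some medullary or neuronal cells. Counts from total RNA of the glands cannot separate these explanations, so they stay open. A changed share of cell types was not tested for the lower endothelium, stroma, glomerulosa and fat lists, so it stays open there too.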

How the results depend on the processing

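The alternatives of leaving out intact 3 and ORX 6 together and of correcting for transcript length were chosen after the data were seen, and all other alternatives before. No gene called in ORX against intact was called in the opposite direction under any alternative. The counts stayed within 1.5 times of 878 changed genes with RLE scaling (885), library totals (798), no filter (897), the stricter filter (850), the length correction (958) and without intact 3 and ORX 6 together (1218, of which 696 lower against 450). More genes were called by DESeq2 (1630, with 750 higher and 880 lower, 877 shared and 9 genes without an adjusted p), limma voom with sample weights (2056, with 961 higher and 1095 lower) and with 3 surrogate variables (3232, with 1566 higher and 1666 lower). Fewer were called at an adjusted p under 0.01 (260, with 165 higher and 95 lower), against a 1.5-fold change (174, with 117 higher and 57 lower), with the adipose score as a covariate (467, with 207 higher and 260 lower) and with the medulla score (51, with 44 higher and 7 lower), a score that itself differs between the groups. Leaving out 1 library gave 408 (without intact 5) to 1280 (without ORX 3) changed genes, 224 to 551 higher and 182 to 729 lower. The stricter thresholds lower the counts by construction, and for the other changes the cause was not tested.

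The sample numbers 1 to 5 stand in both groups, but same-numbered samples did not deviate together (correlations -0.28 to 0.18). With the number as a block and ORX 6 left out, 409 genes were called (222 higher and 187 lower), and only intact 5, ORX 4 and ORX 5 correlated best with their own number.

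The 13 shifted lists became 1 with an estimated correlation and 5 by fry, and 10 to 15 under the other alternatives, with 10 to 14 when 1 library was left out. With the medulla score as a covariate the immediate early, liver, macrophage, gonadal-like and antioxidant lists, not shifted in the main test, were shifted upwards (camera adjusted p 1.02e-06, 1.01e-05, 0.0113, 0.049 and 0.049), and the medulla, endothelium, glomerulosa, stroma, fat, cholesterol biosynthesis and androgen and glucocorticoid lists were no longer shifted. The respiratory chain list was shifted upwards with the adipose score (0.0185), and with it the fasciculata, cholesterol biosynthesis, stroma and fat lists were not shifted. The medulla and fat lists lost their shift under their own scores by construction, because each score is the mean of the list's genes. With voom the steroidogenic, fasciculata, cholesterol biosynthesis and androgen and glucocorticoid lists were not shifted, and the lymphocyte list was shifted with no filter (0.00546) and the stricter filter (0.0367). After the length correction the fasciculata, cholesterol biosynthesis and androgen and glucocorticoid lists were not shifted (camera adjusted p = 0.103, 0.0688 and 0.0714). Without intact 3 and ORX 6 together the same lists were not shifted (0.337, 0.0681 and 0.0513), nor was the steroidogenic list. With 3 surrogate variables the fasciculata and androgen and glucocorticoid lists were not shifted (0.0676 and 0.0809). Of 61 called genes chosen by the naming rule, 40 kept their call in every fit that left out 1 library and tested them, 21 lost it in at least 1, and 9 kept it under every alternative. The sign turned for Npy with the medulla score as a covariate (log2 0.21), and among genes that had not passed for Star with the adipose score (-0.17), without intact 3 and ORX 6 (-0.14) and without 1 library (-0.14 to 0.18), and for Cyp11a1 with the medulla score (0.28). Npy is itself part of the medulla score, so that fit cannot inform on it. The cause of the other turns was not tested.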

Other observations

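The gene families described here were chosen after the called genes were seen, so their counts are given without a test, and the relation of Lhcgr to other genes was chosen, and tested, after the data were seen.

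Of 38 tested genes of retinol, alcohol and aldehyde dehydrogenases, a family that here takes in Dhrs genes such as Dhrs7, 8 rose in ORX and 2 fell. Adh1, an alcohol dehydrogenase that also oxidises retinol, rose from 390 ± 133 to 7975 ± 1532 CPM (SD, n = 5 and 6; log2 4.35 ± 0.29 SE; edgeR, Benjamini-Hochberg adjusted p = 3.65e-06), and Adh7 rose from 25.3 ± 7.74 to 148 ± 53 CPM. Rdh1 and Rdh9, near-identical retinol dehydrogenases between which reads can be split, rose by 4.36 ± 0.32 and 3.71 ± 0.34 on the log2 scale. Aldh1a1, which makes retinoic acid, fell from 984 ± 227 to 316 ± 228 CPM (log2 -1.64 ± 0.38; edgeR adjusted p = 0.0235), and Dhrs9 fell with it. Of 30 tested cytochrome P450 genes 5 rose, Cyp21a1, Cyp2c44, Cyp17a1, Cyp2f2 and Cyp4f18, and 2 of 5 glycosyltransferase genes of the UGT family, Ugt1a1 and Ugt3a2, rose. The calls of Aldh1a1 and Dhrs9 each ended without any 1 of 3 libraries (edgeR adjusted p up to 0.0605 and 0.0774), and that of Cyp4f18 in 5 of the 6 fits without 1 library that tested it (up to 0.127).

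Of 15 neurofilament and tubulin genes 5 fell, among them Tubb3, from 26.3 ± 7.88 to 8.1 ± 1.99 CPM (SD, n = 5 and 6; log2 -1.70 ± 0.23; edgeR adjusted p = 0.000915), Nefl (-1.51 ± 0.33) and Nefm (-3.08 ± 0.59), beside a medulla list in which 22 of 25 genes were lower (median log2 -0.45). Of 57 genes of potassium channels and associated proteins, such as Kcnip1 and Kcnmb4, 7 fell and Kcnip1 rose, with 6 falls under scaling by library totals. Of 37 collagen genes 6 fell, among them the basement membrane gene Col4a1, from 1232 ± 557 to 499 ± 136 CPM, Col5a2 and Col6a3, beside a stroma list in which Pdgfrb alone passed. The calls of Col4a1, Col5a2 and Col6a3 ended without any 1 of 6, 8 or 8 libraries (edgeR adjusted p up to 0.0564, 0.103 and 0.0948). Of 27 serpin genes 3 rose and 3 fell.

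A hypothesis on Lhcgr is that some ORX glands may hold cells with a gonadal-like programme, in which case Lhcgr would rise and fall with the other gonadal-like genes across the 6 ORX libraries. Pearson's r of log2 CPM with the mean of the other 16 genes of that list was 0.697 (exact permutation p = 0.0639, adjusted 0.0852 over 4 relations; Spearman 0.886, p = 0.0333, adjusted 0.0667), and 0.779 without ORX 1 and ORX 4, so the data leave it open. With Gata4, a gonadal transcription factor of the same list, r was 0.803 and rho 1 (exact permutation p = 0.00139, the smallest 6 libraries can give, and 0.00278; adjusted 0.00556 and 0.0111), and r was 0.963 without ORX 1 and ORX 4. With Cyp17a1 r was 0.95 (exact permutation p = 0.0125, adjusted 0.025) and rho 0.771 (p = 0.103, adjusted 0.137), and with Akr1c18 r was -0.678 (p = 0.122, adjusted 0.122) and rho -0.314 (p = 0.564, adjusted 0.564). Without ORX 1 and ORX 4 these were 0.88 and -0.78. Intact 2 had the highest Gata4 of all 11 libraries (25.9 CPM, against at most 25.0 in ORX), the highest Lhcgr (3.06 CPM) and Cyp17a1 (15.7 CPM) of the intact group, and a gonadal-like score of 3.03, above 4 of the 6 ORX libraries, so a joint rise of these genes is not confined to ORX. Gata4 did not differ past the threshold between the groups, and other markers of the list, such as Sox9, Amh and Wt1, were not among the genes that passed.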
